A study of Staphylococcus aureus subsp. aureus NCTC 8325 with 13 samples. Its data were reported in "The nucleoid occlusion factor Noc controls DNA replication initiation in Staphylococcus aureus" (2017).

How the data were processed

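Whole-genome sequencing coverage of 13 S. aureus libraries was analysed, 10 from RN4220 and 3 from HG003. The authors prepared genomic DNA by Nextera tagmentation, sequenced it on an Illumina MiSeq and mapped the reads with CLC Genomics Workbench to the genome of S. aureus NCTC 8325. The deposited values are coverage, that is, the number of reads over each chromosome position, as whole numbers in 1 file per library. The software version, the read length, the removal of duplicates and the treatment of reads that map to several places are not stated. For their plots the authors scaled the reads of each strain to a common total and averaged them in 30 kb bins, but the deposited coverage is not scaled, since its total differs between libraries, from 93397005 to 224928904 read bases. Positions are those of the NCTC 8325 chromosome (2821361 bp), with the replication origin at position 1.

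Depth limits precision in proportion to the reads in a window, and mean coverage was between 34.7 and 81.7 reads per position. Reads amplified by PCR are not independent molecules and neighbouring positions share reads, so no counting interval was computed from the coverage itself. Errors within a library are 95% intervals from 2000 bootstrap draws of the 1 kb windows inside each 30 kb window. The same windows were drawn in all libraries of a fold. These intervals cover unevenness within a library only.

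The ori:ter ratio was the mean coverage of the 30 kb window centred on the origin divided by that of the 30 kb window centred on the opposite point of the circle (positions 1395681 to 1425680). Groups were taken from the sample labels. RN4220 WT without drug, the only group with 2 libraries, entered each fold as the geometric mean of both. Each fold was the ratio of the ori:ter ratios of 2 groups of the same strain background, 15 comparisons in all. No tests between groups were made, because every other group had 1 library, and no analysis paired by drug condition was run. Differences were set beside the difference between the WT libraries. These 2 libraries were checked for being a single library deposited under 2 names: 3.19% of positions had equal coverage, and their log2 ratio had an SD of 0.023 over 30 kb bins, against 0.019 from independent 1 kb windows. No other pair of replicates was there to compare with, and they were kept as 2 samples as the labels give them.

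Arm slopes were least-squares fits of log2 mean coverage of 30 kb bins on the distance from the origin, with intervals from a bootstrap of blocks of 5 bins. Bins with under 50% of their positions listed were left out, which left 89 bins in RN4220 and 94 in HG003. Each arm was also fitted in its inner and outer part. For ratio profiles each library was divided by its mean coverage.

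The plan was to measure coverage over the genes in the genotype labels. No annotation of the genome was used, so intervals were found from the coverage instead: runs of at least 20 bp at 5% or less of the local 10 kb median in a mutant and at 25% or more in WT. Their coverage was divided by that of 10 kb on each side. The rule for naming genes and regions was fixed before the data were examined. It takes the genes in the genotype labels, up to 5 of the longest runs without coverage in every library of a background, and runs of at least 3 windows of 1 kb that depart by over 1 log2 unit from the fitted gradient.

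The RN4220 files leave out the same 3 stretches of positions, and why is not stated. These stretches were not used in RN4220. In HG003 their coverage was divided by that of 20 kb on each side, 1 kb away from the ends.

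The alternatives set before the data were examined were 100 kb windows, the median in place of the mean, masking of positions at 0 in any library or over 3 times the local median in WT, the fold of a straight-line fit, LOESS smoothing with span 0.08, each WT library left out, 10 kb bins, 3 kb flanks and a limit of 0.5 log2 units. A correction for GC content was planned but needed a reference sequence, and was not run. Alternatives chosen after seeing the data were a terminus window at the bin of lowest WT coverage, a straight-line fit in HG003 without the bins that overlap the left-out stretches, and for the second of these stretches a baseline fitted to 15 kb windows of the left arm more than 60 kb away. An alternative value was counted as unchanged if it lay inside the 95% interval of the main value, or for coverage of intervals within 1 SD of the libraries that hold the interval. A fold was counted as reversed if it crossed 1.

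The estimators of the ori:ter ratio were tested on 20 simulated libraries with known folds at the lowest and highest depth. The largest error was 3.84% for the window ratio, 1.04% for the straight-line fold and 3.38% for LOESS. For the coverage of a raised stretch it was 3.96%, in separate simulated libraries at the lowest depth only. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.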

Results

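Genomic DNA of Staphylococcus aureus was sequenced in 13 libraries to measure how often each part of the chromosome was present (marker-frequency analysis). In growing cells the replication origin (ori) is copied before the terminus (ter). The ratio of read coverage at ori to coverage at ter therefore rises with the replication under way per chromosome. The paper names over-initiation, slower elongation and stalled or collapsed forks as possible causes of a higher ratio. The question was whether Noc, a DNA-binding protein that keeps the division ring away from the nucleoid, also affects the start of replication. From marker frequencies, DNA content per cell volume and other experiments, the paper favours over-initiation in cells without Noc. It concludes that division across the chromosomes does not explain the higher ratio, but leaves a role in elongation open. The DNA content is not part of the data analysed here. Of the 13 libraries, 10 came from RN4220, a laboratory strain that accepts foreign DNA, and 3 came from HG003, another strain of the same lineage. Wild-type (WT) RN4220 without drug had 2 libraries. Every other group had 1 library: in RN4220, a noc deletion (Δnoc), Δnoc with the dnaA allele sup1, Δnoc with noc under the inducible Ptet promoter without and with anhydrotetracycline (aTc, 100 ng/ml), and WT and Δnoc after 0.5 h and 1.5 h in 2 µg/ml PC190723, which blocks cell division by binding the division protein FtsZ. In HG003 the groups were WT, Δnoc Δrbd and Δnoc Δrbd with the dnaC allele A352V. The backgrounds were grown in different media and were not compared with each other.

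Mean coverage was 72.2 and 67.7 reads per position in the RN4220 WT libraries, 81.7 in Δnoc, 74.7 in Δnoc sup1, 66.0 in Δnoc Ptet-noc without aTc and 78.4 with aTc. With PC190723 it was 49.1 in WT and 38.1 in Δnoc at 0.5 h, and 77.5 in WT and 34.7 in Δnoc at 1.5 h. In HG003 it was 75.3 in WT, 79.7 in Δnoc Δrbd and 51.1 in Δnoc Δrbd dnaC A352V. The RN4220 files list 2690072 positions and the HG003 files list 2821361, which is the whole chromosome. The share of listed positions without any read was highest in Δnoc after 1.5 h of PC190723, at 0.123%.

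The genotypes were checked first. The Δnoc library lost its coverage at positions 2815479 to 2816245 (767 bp), which lies within 10 kb of the origin, and had a coverage of 0 there. In the RN4220 libraries labelled as WT the same interval was covered at 86.9% to 103.7% of its flanks, and in HG003 WT at 74.9%. The 2 Δnoc libraries with PC190723 and the HG003 Δnoc Δrbd dnaC A352V library had a coverage of 0 in the interval. HG003 Δnoc Δrbd was covered at 0.122% and Δnoc sup1 at 0.853% of the flanks. The Δnoc Ptet-noc libraries, which carry noc at another site, were covered at 63.0% without aTc and 72.7% with aTc. In HG003, positions 1562926 to 1563909 (984 bp) were covered at 1.57% of the flanks in Δnoc Δrbd and 0.428% in Δnoc Δrbd dnaC A352V, against 84.1% in WT. The sup1 library alone lost coverage at positions 420 to 453 (34 bp), where it had 0.628% of the flank coverage. The other RN4220 libraries had between 99.0% and 139.1% there. The A352V change in dnaC could not be checked, because the files hold coverage and no bases. The intervals were found from the coverage and assigned to noc, rbd and sup1 by the labels of the libraries that lost them, so the position of the genes was not checked independently. In the Δnoc Ptet-noc libraries reads of the second copy cover the interval, so the loss of the native copy could not be seen directly. An intact native copy beside the second copy would cover the interval at least as well as in WT. Both libraries were below the RN4220 libraries labelled as WT, at 63.0% and 72.7% against 86.9% to 103.7%. HG003 WT, at 74.9%, was closer to them. Given the second copy, these values argue against an intact native copy.

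In the absence of drug, RN4220 WT had ori:ter ratios of 1.98 (95% bootstrap interval 1.88 to 2.09) and 2.03 (1.95 to 2.12), giving 2.01 ± 0.038 (SD, n = 2). The second library was 1.03-fold above the first. The ratio was 3.68 (3.40 to 3.94) in Δnoc and 1.90 (1.77 to 2.02) in Δnoc sup1. The intervals describe the scatter within a library and not the spread between cultures, which only the WT pair shows. Δnoc was 1.83-fold above WT (1.72 to 1.92), against a 1.03-fold difference between the WT libraries. Against each WT library alone the fold was 1.81 and 1.86. No test between groups was made, because 1 Δnoc library gives no spread between Δnoc cultures. A straight-line fit over the whole chromosome, in place of the 2 windows, moved this fold most, to 2.03.

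**Figure D1:**
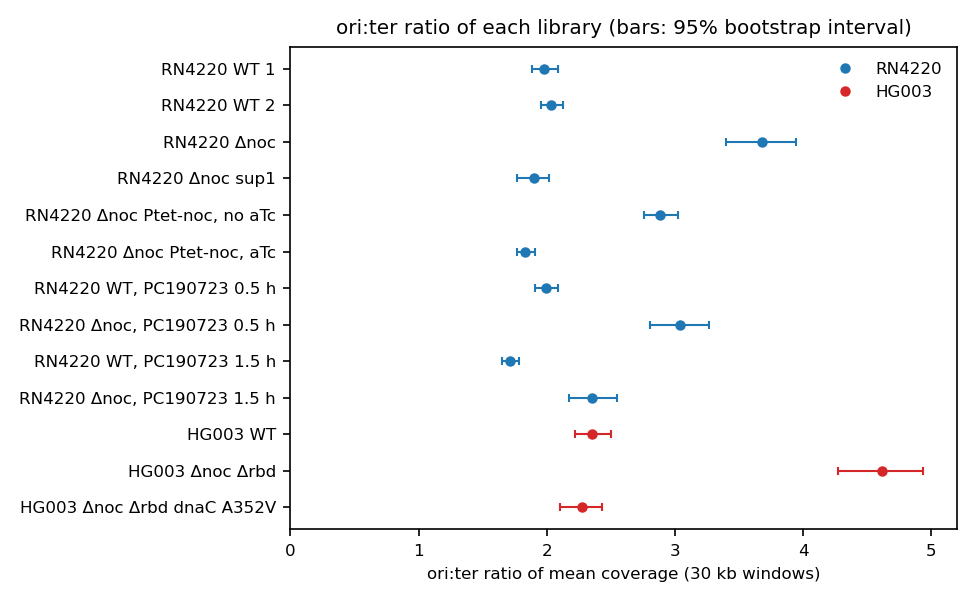
The ori:ter ratio of mean coverage in 30 kb windows (horizontal axis, no unit) is plotted for each of the 13 libraries (vertical axis), RN4220 in blue and HG003 in red, with 95% bootstrap intervals within each library as bars. Δnoc at 3.68 and Δnoc Δrbd at 4.62 have the highest ratio of their strain, and the libraries with sup1 (1.90), aTc (1.83) and dnaC A352V (2.28) sit near or below their WT.

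The sup1 allele of dnaA was examined because it was isolated as a suppressor in a strain that lacks both Noc and Rbd. Δnoc sup1 had 0.516 times the ori:ter ratio of Δnoc (0.502 to 0.532). Set against WT, its ratio was 0.946-fold (0.890 to 0.988). That departure from 1 was larger than the 1.03-fold difference between the WT libraries, but it rests on 1 library. Its size also depended on the processing. The fold was 0.974 with 100 kb windows and 0.986 with the straight-line fit. With 100 kb windows the ratio was 1.98 in Δnoc sup1, against 2.03 and 2.04 in the WT libraries. With the straight-line fit it was 2.15, against 2.19 and 2.17. Δnoc sup1 was below both WT libraries in each of these settings. The median, masking, LOESS and another terminus window gave folds of 0.950 to 0.968, which is further from 1 than in these settings.

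Expression of noc from Ptet was used to ask whether Noc supplied in trans lowers the ratio. The Δnoc Ptet-noc library without aTc had an ori:ter ratio of 2.88 (2.76 to 3.02), which was 1.44-fold above WT (1.39 to 1.48) and lay between WT and Δnoc. With aTc the ratio was 1.83 (1.76 to 1.91), or 0.636 times the library without aTc (0.618 to 0.655). It was 0.913-fold relative to WT (0.890 to 0.938). This difference from WT, a log2 fold of -0.13, exceeded that between the WT libraries, which had a log2 SD of 0.027. It rests on 1 library.

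Division was blocked with PC190723 to ask whether the high ratio of Δnoc depends on cells dividing across their chromosomes. At 0.5 h the ori:ter ratio was 2.00 (1.91 to 2.09) in WT and 3.04 (2.80 to 3.27) in Δnoc, a 1.52-fold difference (1.40 to 1.62). At 1.5 h the ratio was 1.71 (1.65 to 1.78) in WT and 2.35 (2.17 to 2.55) in Δnoc, a 1.37-fold difference (1.29 to 1.45). Δnoc therefore stayed above WT at both times, and the interval of its ratio did not overlap that of WT. The fold without drug was 1.83. Relative to the untreated libraries, WT was at 0.995-fold at 0.5 h (0.953 to 1.04), which is within the difference between the WT libraries, and at 0.854-fold at 1.5 h (0.833 to 0.875). Δnoc was at 0.825-fold at 0.5 h (0.794 to 0.858) and 0.640-fold at 1.5 h (0.622 to 0.658). No untreated library is labelled with a matching time, so in these folds the drug cannot be told apart from longer growth. The Δnoc libraries with drug had the lowest coverage of all 13 libraries.

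In HG003 the ori:ter ratio was 2.35 (2.22 to 2.50) in WT and 4.62 (4.27 to 4.93) in Δnoc Δrbd, a 1.96-fold difference (1.85 to 2.06). The dnaC allele, in a gene whose product belongs to the replication machinery, was compared with its parent. Δnoc Δrbd dnaC A352V had a ratio of 2.28 (2.11 to 2.43), which was 0.493 times that of Δnoc Δrbd (0.478 to 0.509). Its fold relative to WT was 0.967 (0.914 to 1.02), and this interval includes 1. HG003 had 1 library per group, so the spread between HG003 cultures is unknown. By the study's methods the Δnoc Δrbd culture was first grown in a permissive medium at a lower temperature and then shifted, while WT and Δnoc Δrbd dnaC A352V were grown directly in the medium of the harvest. In the folds that involve Δnoc Δrbd, genotype and growth history cannot be told apart.

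**Figure D2:**
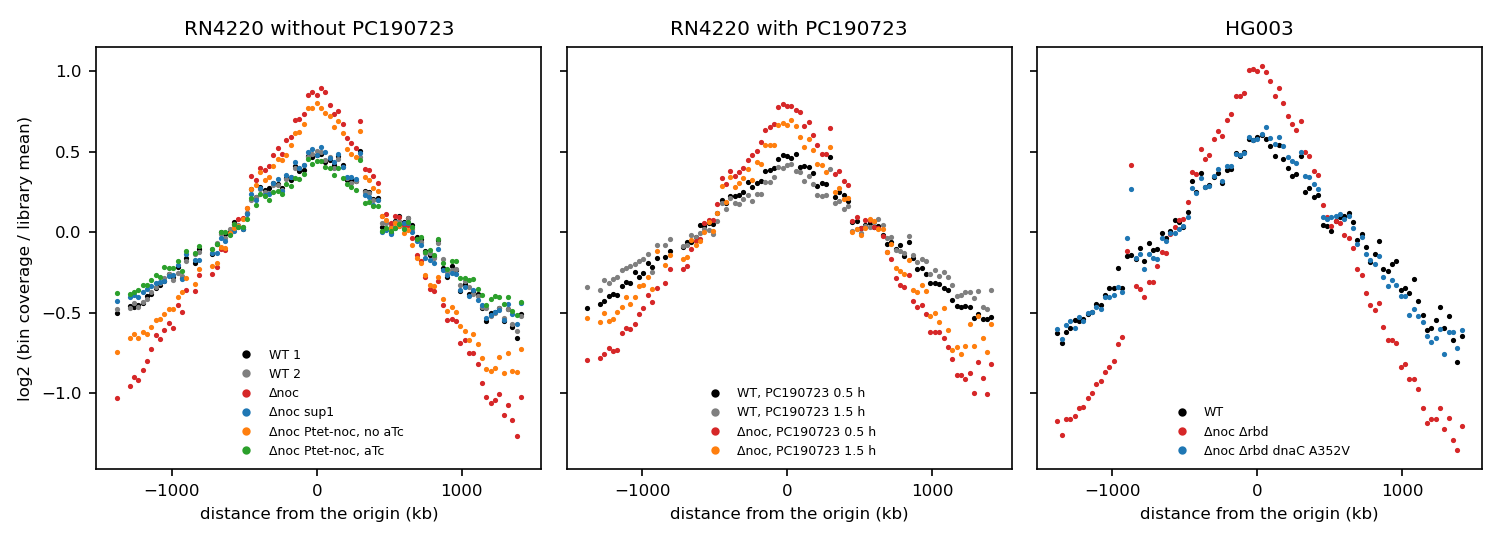
Coverage of 30 kb bins divided by the mean of the library (vertical axis, log2) is plotted against distance from the origin in kb (horizontal axis) for RN4220 without PC190723 (left), RN4220 with PC190723 (middle) and HG003 (right), with 1 point per bin and 1 colour per library. Coverage falls from the origin to the terminus on both arms in all 13 libraries, most steeply in HG003 Δnoc Δrbd (-1.81 log2 units per Mb on the right arm).

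The gradient along each chromosome arm gave a measure that does not rest on 2 windows. In RN4220 WT, log2 coverage changed by -0.83 and -0.82 per Mb on the right arm and by -0.76 and -0.75 on the left arm. In Δnoc the slopes were -1.58 (-1.65 to -1.51) on the right arm and -1.42 (-1.47 to -1.36) on the left arm. Δnoc sup1 had slopes of -0.82 and -0.72, and Δnoc Ptet-noc with aTc had slopes of -0.70 and -0.63. Without aTc the slopes were -1.30 and -1.16. In HG003 the right and left slopes were -0.93 and -0.93 in WT, -1.81 and -1.72 in Δnoc Δrbd, and -1.05 and -0.92 in Δnoc Δrbd dnaC A352V. The left arm was flatter than the right in all 13 libraries, by 0.0029 to 0.161 log2 units per Mb. Each arm was also divided at its midpoint. The slopes of the inner part, near the origin, and of the outer part differed little in the RN4220 WT libraries (by -0.04 and -0.08). They differed most in Δnoc Ptet-noc without aTc, with -1.41 (-1.51 to -1.34) in the inner part and -0.94 (-1.08 to -0.73) in the outer part. The difference was -0.38 and -0.30 in Δnoc at 1.5 h and 0.5 h of PC190723 and -0.30 in Δnoc sup1.

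Coverage scaled to the same mean was divided by that of WT in each bin. The 2 RN4220 WT libraries differed from each other by a log2 SD of 0.023 over 89 bins, with ratios from 0.956 to 1.06. The ratio of Δnoc to WT was 1.29 in the origin bin and 0.702 in the terminus bin. For Δnoc sup1 these ratios were 0.994 and 1.05, and the spread over bins was a log2 SD of 0.033. For Δnoc Ptet-noc they were 1.24 and 0.865 without aTc, and 0.968 and 1.06 with aTc. In HG003, Δnoc Δrbd had ratios of 1.33 and 0.678, and Δnoc Δrbd dnaC A352V had 0.990 and 1.02. The highest ratio of these 2 HG003 comparisons was in neither bin but in the bin at -870 kb, with 1.47 and 1.33.

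**Figure D3:**
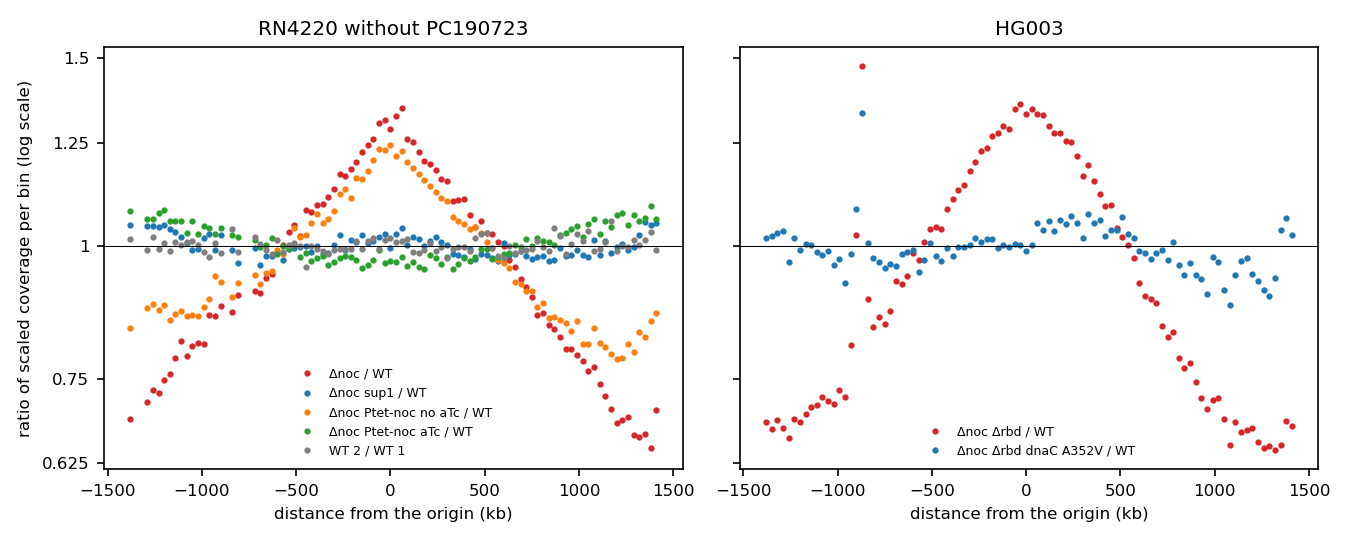
The ratio of scaled coverage per 30 kb bin (vertical axis, log scale) is plotted against distance from the origin in kb for RN4220 libraries relative to WT, with the second WT library relative to the first in grey (left), and for HG003 libraries relative to WT (right). Δnoc falls from 1.29 at the origin to 0.702 at the terminus, the WT pair stays between 0.956 and 1.06, and the HG003 bins at -870 kb (1.47 and 1.33) and -900 kb (1.02 and 1.08) lie above the bins on either side of this pair.

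Regions apart from the gradient were few. The longest run without coverage in every RN4220 and HG003 library covered positions 757479 to 758673 (1195 bp). In every RN4220 library, runs without coverage also lay at positions 1463054 to 1463617 (564 bp), 1462575 to 1462873 (299 bp) and 1462950 to 1463013 (64 bp), all covered in HG003. The 564 bp run ends directly before the first stretch left out of the RN4220 files, which starts at position 1463618. The 299 bp and 64 bp runs lie shortly before it, so these runs were not shown to be separate from that stretch. In every HG003 library a run of 67 bp lay at positions 453721 to 453787, where the mean coverage of the RN4220 libraries was between 0 and 1.73 reads. The remaining runs among the 5 longest of each background were at most 3 bp long. No run of 3 or more windows of 1 kb departed by over 1 log2 unit from the gradient of its background, and 0 libraries departed so far from their WT. Genes at these positions are not named here because no annotation was used.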

Values the study reported

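The study reported that the sup1 allele is a deletion of 56 bp in the 5′ untranslated region of dnaA. It gave the overproduction of Noc from the induced Ptet-noc construct as about 2.3-fold. For its marker-frequency profiles, scaled reads were plotted in 30 kb bins.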

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

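All tests in this part were chosen only after the result was seen. The RN4220 files leave out 3 stretches of positions that the HG003 files list, and the 30 kb windows of the ori:ter ratios do not use them. The slopes and straight-line fits of HG003 do. In the second of these stretches, positions 1923408 to 1967011 (43604 bp), the coverage relative to 20 kb on each side was 1.02 in HG003 WT, 1.77 in Δnoc Δrbd and 1.37 in Δnoc Δrbd dnaC A352V. Relative to WT, the ratio was 1.73 in Δnoc Δrbd (95% bootstrap interval 1.67 to 1.80) and 1.34 in Δnoc Δrbd dnaC A352V (1.29 to 1.38). The stretch was looked at again because it is a signal above the WT control outside the windows of the ori:ter ratios. Each library is single, so the spread of this ratio between cultures is unknown. Both ends were sharp at the scale of 1 kb windows.

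Sequence composition or mapping of such stretches was tested on the other 2, at positions 1463618 to 1508580 and 2031911 to 2074632. Their highest ratio over WT in Δnoc Δrbd was 1.01, with intervals that include 1, so an effect common to the left-out stretches was not seen. Mapping particular to the sequence of the second stretch could not be tested on them. Uneven coverage along the chromosome was tested on 2692 other windows of the same length. These windows started 1 kb apart, so they overlap and are not independent. Their highest ratio over WT was 1.06, and 0 reached the value of the stretch.

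For Δnoc Δrbd the next 2 explanations could not be decided. A single duplication carried by every cell would give a ratio of 2, and the interval ended at 1.80, but it covers only unevenness within a library. It also depends on the baseline. With a baseline fitted to the rest of the left arm, chosen after seeing the data, the ratio in Δnoc Δrbd was 1.74 for a straight line and 1.83 for a cubic, and in Δnoc Δrbd dnaC A352V it was 1.32 and 1.35. In Δnoc Δrbd dnaC A352V the interval ended at 1.38 and the highest 1 kb window was at 1.60. Both are well below 2, which argues against a duplication in every cell of that culture, which has 1 library. Copying in place with forks that run into the neighbouring DNA would raise the near flanks over the far ones. Relative to WT, the 10 kb next to the stretch were at 0.952 of the next 10 kb in Δnoc Δrbd. Over wider flanks the picture was mixed. Against the cubic baseline, with a residual log2 SD of 0.034, the first and second 15 kb on the origin side were raised by 0.13 and 0.10 log2 units. On the terminus side they were at -0.05 and 0.15. Against the straight line, with a residual SD of 0.056, the origin side was at 0.07 and 0.03 and the terminus side at -0.13 and 0.08, so the raised origin side depends on the baseline. In Δnoc Δrbd dnaC A352V the values against the cubic were 0.05 and 0.05 on the origin side and -0.01 and -0.03 on the terminus side, with a residual SD of 0.037.

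Reads of a related phage, left from building the strains by transduction, could not be told apart from extra copies of the stretch itself. All 43 windows of 1 kb in the stretch were raised in Δnoc Δrbd, the lowest to 1.50 and the highest to 1.98, and whether a phage shares this sequence throughout was not analysed here. A hypothesis is that the stretch is an element that may be present as free copies in some cells of both mutants. The coverage cannot separate this from reads of a phage, a duplication or copying in place. In Δnoc Δrbd dnaC A352V a duplication would have to be in some cells only. The labels give a genotype difference, but with 1 library per genotype no link between genotype and copy number was tested.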

How the results depend on the processing

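All 15 folds and 13 ori:ter ratios were recomputed with 100 kb windows, the median, masking, LOESS, the straight-line fit and another terminus window. The median, masking and LOESS left every one of these values inside its 95% interval. With 100 kb windows the 13 ratios and 12 of the folds stayed inside, while Δnoc over WT without drug was 1.93, Δnoc at 1.5 h of PC190723 over untreated Δnoc was 0.620 and Δnoc Ptet-noc with over without aTc was 0.618.

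The straight-line fit moved most values. It raised the ori:ter ratio of RN4220 WT to 2.19 and 2.17, Δnoc to 4.42, Δnoc sup1 to 2.15, Δnoc Ptet-noc to 3.38 without and 1.93 with aTc, Δnoc with PC190723 to 3.64 at 0.5 h and 2.70 at 1.5 h, and WT at 1.5 h to 1.79. In HG003 it gave 5.69 in Δnoc Δrbd and 2.64 in Δnoc Δrbd dnaC A352V. Its folds were 2.03 for Δnoc over WT without drug, 1.74 at 0.5 h and 1.51 at 1.5 h of PC190723, and 0.486 for Δnoc sup1 over Δnoc. Relative to WT they were 1.55 for Δnoc Ptet-noc without aTc, 0.884 with aTc and 0.821 for WT at 1.5 h. They were 0.612 for Δnoc at 1.5 h over untreated Δnoc, 0.570 for Δnoc Ptet-noc with over without aTc, 2.28 for Δnoc Δrbd over WT and 0.463 for the dnaC allele over its parent. For Δnoc Δrbd dnaC A352V over WT the fit gave 1.06, which reversed the direction of a fold whose interval includes 1. In HG003 the fit includes the raised stretch described above. Without the bins that overlap the left-out stretches, an alternative chosen after seeing the data, it gave ratios of 5.84 in Δnoc Δrbd and 2.68 in Δnoc Δrbd dnaC A352V, and folds of 2.34 for Δnoc Δrbd over WT, 0.458 for the dnaC allele over its parent and 1.07 for Δnoc Δrbd dnaC A352V over WT, which is again reversed. The cause of these shifts was not tested.

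The terminus window at the bin of lowest WT coverage, 1380 kb from the origin (positions 1365001 to 1395000), was chosen after seeing the data. With it the ori:ter ratios were 2.20 and 2.17 in RN4220 WT, 4.35 in Δnoc, 2.08 in Δnoc sup1, 3.19 and 1.94 in Δnoc Ptet-noc without and with aTc, 3.45 and 2.66 in Δnoc at 0.5 h and 1.5 h of PC190723, 1.86 in WT at 1.5 h, and 2.64, 5.12 and 2.45 in HG003 WT, Δnoc Δrbd and Δnoc Δrbd dnaC A352V. Its folds were 1.99 for Δnoc over WT without drug, 1.71 at 0.5 h, 0.477 for Δnoc sup1 over Δnoc, 0.888 for Δnoc Ptet-noc with aTc over WT, 0.923 for WT at 0.5 h over untreated WT, 0.792 and 0.611 for Δnoc at 0.5 h and 1.5 h over untreated Δnoc, and 0.607 for Δnoc Ptet-noc with over without aTc. The cause was not tested.

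Leaving out one WT library at a time gave folds over WT from 1.81 to 1.86 for Δnoc, from 0.934 to 0.959 for Δnoc sup1, from 1.42 to 1.46 and from 0.901 to 0.926 for Δnoc Ptet-noc without and with aTc, and from 0.843 to 0.866 for WT at 1.5 h. For WT at 0.5 h the range was 0.982 to 1.01, so its direction reversed when the second WT library was left out. No direction can be given for that fold. Libraries could not be paired as replicates, because only RN4220 WT has 2 libraries. Δnoc over WT had log2 folds of 0.87 without drug, 0.60 at 0.5 h and 0.46 at 1.5 h of PC190723. No analysis paired by these conditions was run. Apart from WT at 0.5 h over untreated WT and Δnoc Δrbd dnaC A352V over WT, all folds kept their direction under every alternative run.

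The 26 arm slopes stayed inside their intervals with 10 kb bins and with masking, and the coverage of the 3 deleted intervals in 13 libraries stayed within 1 SD with 3 kb flanks. With a limit of 0.5 log2 units, 1 run apart from the gradient was found instead of 0, in HG003 Δnoc Δrbd at positions 1924001 to 1967000. The correction for GC content was not run. Depth was lowest in the Δnoc libraries with PC190723, and no alternative at reduced depth was run for the other libraries.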

Other observations

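Of the tests in this part, the one on a mixture of cells was set before its result was seen, and the others were chosen only after the result was seen.

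The coverage gap found in the sup1 library was 34 bp long. That is shorter than the deletion quoted from the study above. The gap was counted only where coverage was 5% or less of the local median, and its true ends were not determined.

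Inside the deleted noc interval, Δnoc sup1 kept a coverage of 0.853% of the flanks, while the other 3 RN4220 libraries with the deletion had 0. Reads from other libraries of the run are a candidate source. The other stretch deleted in this library, at positions 420 to 453, had 0.628% of the flank coverage. That is a mean of 0.647 reads per position over 34 bp, too few to separate this source from others.

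The ori:ter ratio of Δnoc was lower with PC190723, at 0.825 and 0.640 times the untreated library after 0.5 h and 1.5 h. Admixture of noc-positive cells would need 30.5% and 72.8% of the DNA to come from WT, and the coverage of the deleted noc interval was 0 in both libraries. The Δnoc libraries with drug had 38.1 and 34.7 reads per position. Lower sequencing depth would have to shift the ratio by the 17.5% it was below the untreated library at 0.5 h. In libraries simulated with known ratios at the lowest and highest depth, the largest error of the window ratio was 3.84%, so the random loss of reads at low depth does not account for the difference. WT at 1.5 h, with 77.5 reads per position, fell to 0.854-fold. Longer growth of the cultures could not be tested as a cause, because there was no untreated library of the same time. Fewer initiations with unchanged elongation would flatten the inner part of the arms first, but after the forks have crossed the arm both parts would be flatter. At 0.5 h the slope of the inner part rose by 0.14 log2 units per Mb and that of the outer part by 0.32, the opposite order. At 1.5 h the slope of the inner part rose by 0.35 log2 units per Mb and that of the outer part by 0.62, a difference of -0.27. Whether forks had already crossed the arm at either time was not measured, so fewer initiations remain undecided with 1 library per time point.

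The profile of Δnoc Ptet-noc without aTc was curved, with slopes of -1.41 log2 units per Mb in the inner and -0.94 in the outer part of the arms, a difference of -0.47. The curve was not particular to this library, since the difference was -0.38 and -0.30 in Δnoc at 1.5 h and 0.5 h of PC190723 and -0.30 in Δnoc sup1. Sequence bias along the arms that is the same in all libraries would vanish on division by WT. The slopes still differed by -0.41, against -0.03 for the second WT library divided by the first. Δnoc divided by WT gave -0.05, Δnoc Ptet-noc with aTc gave -0.07 and Δnoc sup1 gave -0.24. Sequence bias that differs between libraries would remain after the division. It was not tested, because the correction for GC content was not run. A mixture of WT-like and Δnoc-like cells was fitted as a weighted sum of both profiles. The best sum held 36% of WT and left a residual log2 SD of 0.044, against 0.058 for a straight line relative to WT. Its outer slope was -1.14, steeper than the observed interval of -1.08 to -0.73, so a sum of these 2 profiles did not give the curvature. No explanation that was tested accounts for the curve.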
